# A long non-coding RNA as a direct vitamin D target transcribed from the antisense strand of the human HSD17B2 locus

**DOI:** 10.1042/BSR20220321

**Published:** 2022-05-27

**Authors:** Yoshiaki Kanemoto, Koichi Nishimura, Akira Hayakawa, Takahiro Sawada, Rei Amano, Jinichi Mori, Tomohiro Kurokawa, Yoshinori Murakami, Shigeaki Kato

**Keywords:** eukaryotic gene expression, lncRNA, non-coding RNA, VDR, vitamin D

## Abstract

Vitamin D (VD) exerts a wide variety of actions via gene regulation mediated by the nuclear vitamin D receptor (VDR) under physiological and pathological settings. However, the known target genes of VDR appear unlikely to account for all VD actions. We used *in silico* and transcriptomic approaches in human cell lines to search for non-coding RNAs transcriptionally regulated by VD directly. Four long non-coding RNAs (lncRNAs), but no microRNAs (miRNAs), were found, supported by the presence of consensus VDR-binding motifs in the coding regions. One of these lncRNAs (*AS-HSD17*β*2*) is transcribed from the antisense strand of the *HSD17β2* locus, which is also a direct VD target. *AS-HSD17β2* attenuated *HSD17β2* expression. Thus, *AS-HSD17β2* represents a direct lncRNA target of VD.

## Introduction

Vitamin D (VD) exhibits a wide variety of biological activities under physiological and pathological settings [1,2]. The most well-known function of VD is its role as a hormone-promoting calcium absorption in multiple tissues of the body [3–5]. VD also regulates the cell fate of certain blood cells and cancer cells [6,7]. Most of these VD functions are mediated by a genomic signaling pathway activated by the nuclear vitamin D receptor (VDR), which belongs to a large superfamily (48 members) of steroid/thyroid hormone nuclear receptors. VDR is a DNA-binding and ligand-dependent transcription factor that binds to VD response elements (VDREs) within the promoters of VD target genes [1,2], and also associates with chromatin without stable DNA binding [8,9]. Upon binding to VDREs and related sequences and/or associations with chromatin, activated VDR by ligand binding engages in rapid induction of direct VD target genes [1,2] and late induction of indirect VD target genes. However, the known VD target gene products are unlikely to account for all VD bioactivities [4,6,7,10].

The VD target genes were long believed to comprise only protein-coding genes, transcribed by RNA polymerase II [1,2,7,8]. The direct and canonical VD target genes are defined as those with VDRE-related sequences in their promoters. However, recent human whole-genome sequencing analyses have revealed that numerous non-coding RNAs are transcribed by RNA polymerase II from more than 80% of the genome in a cell-type-specific manner [11,12]. Such findings raise the possibility that some non-coding RNA genes are target genes of DNA-binding transcription factors such as nuclear receptors, which induce transcription via RNA polymerase II, but not RNA polymerase I or III. However, the *in vivo* functions of human non-coding RNAs are difficult to be studied due to species differences; non-coding RNA sequences are generally not conserved among species [12]. Despite this, a few classes of non-coding RNAs have been defined based on function. Small non-coding RNAs such as microRNA (miRNAs) and piwi-interacting RNAs (piRNA) have been characterized as post-transcriptional modulators of mRNA (miRNAs) or regulators of genomic stability (piRNAs) [13]. In contrast with small non-coding RNAs, less is known about long non-coding RNAs (lncRNAs) in terms of their biological functions within the whole genome of different species, and only limited numbers of lncRNAs have been evaluated [11,14,15].

Although miRNAs have been reported to regulate gene expression via VD by modulating mRNA stability and translation levels [16,17], it is unclear if small RNAs and their precursors are transcriptionally (directly) regulated by VD-bound VDR. Neither the presence of VDRE-like motifs nor direct binding of VDR to the promoters of small non-coding RNA gene loci has been reported in higher mammals. Given the wide variety of biological and pathological actions of VD in multiple organs and cellular conditions, we hypothesize that there are non-coding RNAs other than small RNAs that are transcriptionally (i.e., directly) regulated by VD-bound VDR. To test this hypothesis, we performed a genome-wide screening of VD-regulated non-coding RNAs using a human keratinocyte line (HaCaT) with knock-out (KO) of the VDR gene [18,19].

## Materials and methods

### Cell culture and *in vitro* experiments

HaCaT human keratinocytes were cultured in DMEM (high glucose) (Wako, Saitama, Japan) supplemented with 10% fetal bovine serum (Biological Industries, Beit HaEmek, Israel) and penicillin/streptomycin (FUJIFILM Wako Chemicals, Saitama, Japan [19]. VDR-KO HaCaT cells were a kind gift from Dr. S. Sawatsubashi (Tokushima, Japan) [18]. Human prostate cancer cell lines were cultured in RPMI1640 medium (PC3, LNCaP, and CWR22 cells) or DMEM (DU-145 cells) [20,21]. All cells were cultured at 37°C under 5% CO_2_. For quantitative reverse-transcription PCR (qRT-PCR), 1.0 × 10^6^ cells were seeded in a six-well plate and then stimulated with each reagent for the indicated time until harvesting for RNA extraction for qRT-PCR.

### qRT-PCR

Total RNA was isolated from cells using TRIzol™ Reagent (Thermo Fisher Scientific, Carlsbad, CA, U.S.A.) according to the manufacturer’s instructions. cDNA synthesis, PCR, and calculation of the relative RNA expression were performed as previously reported [19–22].

### ChIP assay

The ChIP assays were performed as previously performed [20]. The ChIP-qPCR assays were independently performed more than three-times and similar results were obtained. The data were calculated from the data of the two or three assays, and the representative bands of the PCR products were shown with the molecular markers.

### Luciferase assay

When cells reached 40–50% confluence in 12-well plates, the cells were transfected with the indicated plasmids using the Lipofectamine® 2000 (Thermo Fisher Scientific, Carlsbad, CA, U.S.A.). The total amount of DNA for transfection was adjusted by supplementing with empty vectors. Luciferase activity was determined as previously reported [20,22]. All values are reported as means ± SE from at least three independent experiments.

### Western blotting

The cultured cells were lysed using RIPA buffer (150 mM NaCl, 50 mM Tris-HCl at pH 7.5, 1% NP-40, 0.5% DOC, 0.1% SDS) supplemented with protease inhibitor cocktail tablets (Roche, Basel, Switzerland). We performed SDS-PAGE of 20 μg total proteins from cell lysates. The following antibodies were used for Western blotting [23]: anti-VDR (rabbit, 1:1000; Cell Signaling Technology, Danvers, MA, U.S.A., #12550), anti-HSD17B2 (rabbit, 1:1000; Proteintech, Chicago, IL, U.S.A., 10978-1-AP), and anti-α-tubulin (mouse, 1:1000; Proteintech, Chicago, IL, U.S.A., 66031-1-Ig).

### RNA-seq

RNA-seq library preparation, sequencing, mapping, gene expression analysis, and gene ontology (GO) enrichment analysis were performed by DNAFORM (Yokohama, Kanagawa, Japan). The total RNA quality was assessed by Bioanalyzer (Agilent Technologies, Santa Clara, CA, U.S.A.) to ensure an RNA integrity number greater than 8.0. After poly (A) + RNA enrichment using the NEB Next Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, U.S.A.), double-stranded cDNA libraries (RNA-seq libraries) were prepared using SMARTer® Stranded RNA-Seq Kit v2 (Takara Bio, Kusatsu, Shiga, Japan), according to the manufacturer’s instruction. RNA-seq libraries were sequenced using paired end reads (50 and 25 nucleotides: reads 1 and 2, respectively) on the NextSeq 500 instrument (Illumina, San Diego, CA, U.S.A.). The obtained raw reads were trimmed and quality-filtered using the Trim Galore! (version 0.4.4), Trimmomatic (version 0.36), and cutadapt (version 1.16) software. Trimmed reads were then mapped to the human GRCh37.p13 genome using STAR (version 2.7.2b) [24]. Reads of annotated genes were counted using featureCounts (version 1.6.1). FPKM values were calculated from mapped reads by normalizing to total counts and transcript length. Differentially expressed genes were detected using the DESeq2 package (version 1.20.0). The list of differentially expressed genes detected by DESeq2 (base mean > 5 and fold-change < 0.25, or base mean > 5 and fold-change > 4) (accession#: GSE178702) was subjected to GO enrichment analysis using the cluster Profiler package [25].

### NET-CAGE

CAGE library preparation, sequencing, mapping, and motif expression and discovery analysis were performed by DNAFORM (Yokohama, Kanagawa, Japan). Total RNA quality was assessed by Bioanalyzer (Agilent Technologies, Santa Clara, CA, U.S.A.) to ensure an RNA integrity number greater than 7.0. The cDNAs were synthesized from total RNA using random primers. The ribose diols in the 5’ cap structures of RNAs were oxidized, and then biotinylated. The biotinylated RNA/cDNAs were selected by streptavidin beads (cap-trapping). After RNA digestion by RNaseONE/H and adaptor ligation to both ends of cDNA, double-stranded cDNA libraries (CAGE libraries) were constructed. CAGE libraries were sequenced using single end reads of 75nt on a NextSeq 500 instrument (Illumina, San Diego, CA, U.S.A.). Obtained reads (CAGE tags) were mapped to the human GRCh37.hg19 genome using BWA (version 0.5.9). Unmapped reads were then mapped by HISAT2 (version 2.0.5). CAGE tag clustering, detection of differential expressed genes, and motif discovery were performed by pipeline RECLU [26]. Tag count data were clustered using the modified Paraclu program. Clusters with count per million (CPM) < 0.1 were discarded. Regions that have 90% overlap between replicates were extracted by BEDtools (version 2.12.0). The cluster with irreproducible discovery rate (IDR) ≥ 0.1 and clusters longer than 200 bp were discarded. Differentially expressed genes were detected using the edgeR package (version 3.22.5). For motif analysis, the genomic DNA sequence of the region from 200 bp upstream to 50 bp downstream of differentially expressed CAGE peaks were subjected to *de novo* motif discovery tools: AMD, GLAM2, DREME, and Weeder. The occurrences of the motifs were examined by the FIMO. The similarity of consensus motifs and the motifs in database JASPAR CORE 2016 vertebrates were evaluated by Tomtom. The list of differentially expressed genes detected by RECLU with false discovery rate (FDR) ≤0.05 were used for GO enrichment analysis by clusterProfiler package [25] and registered as GSE179017.

### ATAC-seq

ATAC sequence library preparation, sequencing, mapping, gene expression, and GO enrichment analysis were performed by DNAFORM (Yokohama, Kanagawa, Japan). Fragmentation and amplification of the ATAC-seq libraries were conducted according to Buenrostro et al. (2015) [25]. Briefly, approximately 100000 cells were lysed and subjected to the transposition reaction using Tn5 Transposase (Illumina, FC121-1030) at 37°C for 30 min. The reaction liquid was purified using the Qiagen MinElute PCR Purification Kit. Then, five cycles of PCR were conducted using NEBNext Q5 Hot Start HiFi PCR Master Mix (New England Biolabs) and custom Nextera PCR primers [27,28]. Additional PCR cycles were performed up to the results of qPCR of the partly amplified products [27]. The PCR products were purified using Agencourt AMPure XP beads (Beckman Coulter, Brea, CA, U.S.A.: A63881) via double-size selection (left ratio: 1.4, right ratio: 0.5), according to the manufacturer’s protocol. Paired-end sequencing was performed on the Illumina HiSeq sequencer. Reads were mapped to the hg38 reference sequence using the Burrows–Wheeler aligner (ver. 0.7.17-r1188), and duplicate reads were removed using Picard (ver. 2.18.16). Peak calling was performed using PePr (ver. 1.1.24) with the default parameters. Peak annotations were obtained by HOMER (ver. 4.9.1) using the default settings. Known motifs and *de novo* consensus motifs within the central 200 bp of the obtained peaks were searched by the HOMER using the default settings and registered as GSE191099.

### Statistical analysis and reproducibility

Comparison of mean values was conducted using Mann--Whitney U test. Significant differences between experimental groups are indicated with asterisks as follows: *P<0.05 and **P<0.01. All values are reported as means ± SD from at least three independent experiments [22].

## Results

### Expression of VD-regulated non-coding RNA genes in human keratinocytes

To determine whether human non-coding RNAs are transcriptionally regulated by VD, we used the HaCaT keratinocyte line, as skin is a major organ involved in VD biosynthesis. We previously showed in VDR-KO HaCaT cells that VD transcriptionally regulates the known VD target gene *CYP24A1* [18,19]. Therefore, using VDR-KO HaCaT cells to confirm the candidate genes as direct VDR target genes, we performed transcriptome analysis by RNA-seq as well as NET-CAGE to detect nascent transcripts from both DNA strands. 

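RNA-seq was performed on HaCaT cells, a human keratinocyte line, and on a HaCaT line in which VDR had been knocked out (VDR-KO). Cells of each line were taken after 8 h with or without VD, and each of the 4 groups held 3 libraries. The libraries were made from poly(A)-enriched RNA with a stranded kit and sequenced as paired ends. The authors trimmed the reads, mapped them to GRCh37 with STAR and counted them with featureCounts. They deposited the counts of 62997 genes and 213506 transcripts without normalization, and FPKM values beside them. The paper's text does not name the strand setting of the counting. The wild-type libraries held between 7312105 and 9499650 counts on genes without VD (median 8273010) and between 7221941 and 10163067 with VD (median 8509785). The VDR-KO libraries held between 5738340 and 8011412 counts without VD (median 6233496) and between 5655926 and 7211919 with VD (median 6999733). Reads that fell on several genes had been divided among them and the sums rounded, since the FPKM values of 41.8 to 43.2% of the genes above 0 in each library correspond to a count that is not whole. From these counts, the 25318 genes with at least 10 counts over the 12 libraries were tested with edgeR's quasi-likelihood test, with TMM normalization and all libraries in a single model, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Standard errors of log2 fold changes were calculated back from the quasi-likelihood F statistic, as the log2 fold change over its square root. They are approximate and were not estimated directly. Expression is given as CPM, the counts scaled to the TMM library size, as mean ± SD of 3 libraries. For the CPM of a single gene, the exact permutation test of 3 libraries against 3 (two-sided) cannot go below p = 0.10. Intervals given for low counts cover counting error only. Folds against a floor of 3 counts, used where a group had 0, leave out the counting error of the other group.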

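VDR, the targeted gene (ENSG00000111424.6, chromosome 12, 48235320 to 48336831), had between 362 and 552 counts in the 6 wild-type libraries and between 120 and 180 counts in the 6 VDR-KO libraries. Without VD, its expression was 56.4 ± 1.78 CPM in wild-type cells and 20.9 ± 1.17 CPM in VDR-KO cells. The log2 fold change between the cell lines was −1.42 (standard error 0.0794, adjusted p = 1.75e-09, edgeR's quasi-likelihood test). With each replicate left out in turn, it stayed between −1.47 and −1.39. With VD, VDR was at 52.5 ± 2.17 CPM in wild-type cells and 22.0 ± 1.78 CPM in VDR-KO cells.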

The VDR-KO and wild-type cells (Figure 1A) were treated with 1α,25(OH)_2_D_3_ for 8 h, and the extracted RNA was subjected to transcriptome analysis. The VDR dependency of the VD response was evaluated using CYP24A1 expression as a positive indicator. As reported previously [19], robust induction of CYP24A1 by VD was observed in the wild-type cells but not in the VDR-KO cells (Figure 1B), verifying gene regulation by VD-bound VDR. Both RNA-seq and NET-CAGE showed that numerous transcripts were up-regulated and down-regulated by VD, as illustrated in the heatmap and MA-plot in Figure 2A. 

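In wild-type cells, 106 genes were up-regulated and 73 were down-regulated by VD at an adjusted p under 0.05, 179 in all, while 2026 genes had an unadjusted p under 0.05. The 179 became 27 when a change of more than 2-fold was also required, the alternative that moved the number most. With a replicate left out, it lay between 121 and 153. In VDR-KO cells, 0 genes passed the adjusted threshold and 2467 had an unadjusted p under 0.05. Without replicate 11, a VDR-KO library with VD, 25 genes were called in VDR-KO cells. Tested directly, the VD response differed between the cell lines for 97 genes at an adjusted p under 0.05. The log2 fold change was higher in wild-type cells for 61 of them and lower for 36. The 97 became 41 without replicate 9, a VDR-KO library without VD, and 145 without replicate 6, a wild-type library with VD. Among transcripts, 248 of the 125355 tested changed with VD in wild-type cells, and 123 did without replicate 1, a wild-type library without VD. Among the called genes whose libraries with and without VD did not overlap, C2orf54 rose from 1.45 ± 0.309 CPM to 6.18 ± 0.249 CPM, a log2 fold change of 2.08 (standard error 0.217, adjusted p = 2.46e-05, edgeR's quasi-likelihood test). ABCB1 rose from 1.13 ± 0.614 CPM to 4.52 ± 1.11 CPM, a log2 fold change of 2.05 (adjusted p = 0.00258, edgeR). GEM had 2 counts without VD and 54 with VD over 3 libraries each, a ratio of 25.6 in CPM (95% exact counting interval 6.75 to 217). Among the decreases, that of ADRB1 was the largest, from 26 counts to 4, a log2 fold change of −2.65 (adjusted p = 0.0195, edgeR), but its adjusted p was above 0.05 in 4 of 6 fits that left out a replicate (highest 0.107). SERPINB2 fell from 790.0 ± 9.73 CPM to 426 ± 33.0 CPM (log2 fold change −0.89, standard error 0.0658, adjusted p = 3.14e-07, edgeR). TNFRSF11B, ANKRD1 and SERPINB10 had log2 fold changes of −1.03, −0.99 and −0.95. ANKRD1 lost its call in 4 of 6 fits without a replicate (highest adjusted p 0.0818, edgeR).

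**Figure D1:**
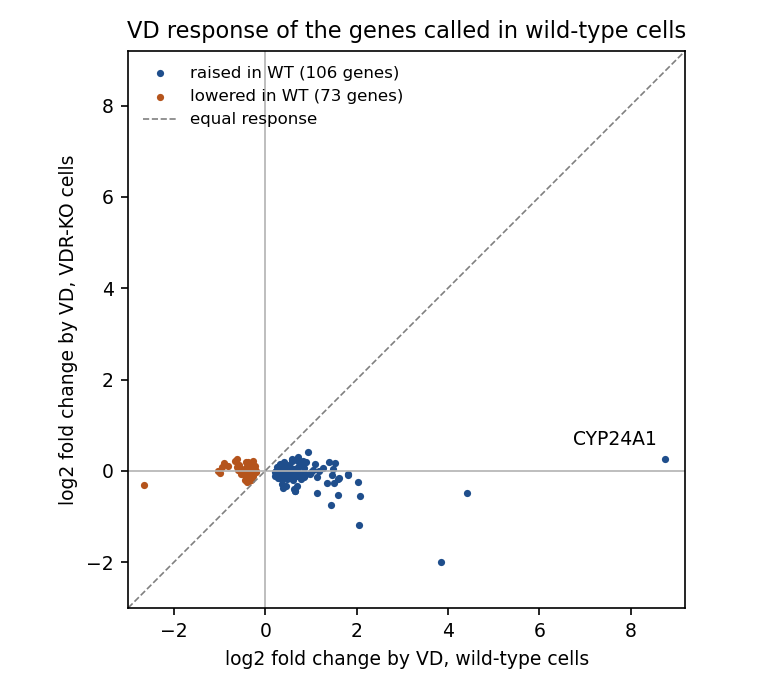
Log2 fold change by VD in wild-type cells (x axis) and in VDR-KO cells (y axis) of the 106 genes up-regulated and the 73 down-regulated by VD in wild-type cells, 1 point per gene. CYP24A1 lies at 8.76 on the x axis and at 0.25 on the y axis, and the dashed line marks an equal response in both cell lines.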

*In silico*, we extracted VD-regulated non-coding RNA gene candidates from human genome databases (Ensembl 2018 and FANTOM CAGE project). Among 34125 transcripts expressed in HaCaT cells, the numbers of protein-coding and non-coding mRNAs were 739 and 91, respectively (Figure 2B).

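In the 6 wild-type libraries, 34125 genes had at least 1 count. Of these, 17496 are protein-coding in the authors' annotation, with a median of 670 counts over the 6 libraries, and the other 16629, counted here as non-coding, have a median of 9 counts. An unadjusted p under 0.05 for VD in wild-type cells was found for 1506 of the 15244 protein-coding genes tested and for 520 of the 10074 non-coding RNAs tested. With DESeq2's Wald test on the same genes, the numbers were 923 and 153. In VDR-KO cells, 1860 protein-coding genes and 607 non-coding RNAs had an unadjusted p under 0.05.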

**Figure 1:**
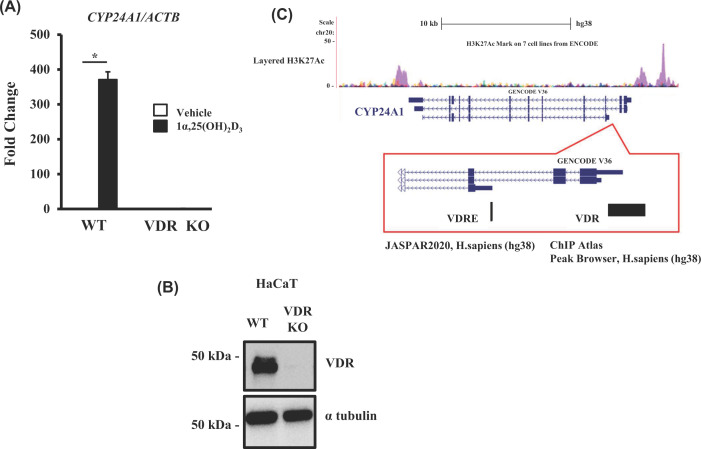
Human CYP24A1 as a direct vitamin D target gene in HaCaT cells (**A**) Robust induction of *CYP24A1* by Vitamin D-mediated VDR. The wild-type (WT) HaCaT cells and *VDR*-KO HaCaT cells (VDR-KO) were treated with 1α,25(OH)_2_D_3_ for 8 h, and the extracted RNA was subjected to qRT-PCR. Data are expressed as the mean ± SE of three samples. (**B**) No VDR protein in the VDR-KO cells. Western blotting of VDR in the WT and *VDR*-KO cells. (**C**) The locus of human *CYP24A1*. Both VDRE-related motifs by JASPAR2020 and VDR-binding peaks registered in ChIP-atlas are shown.

**Figure 2:**
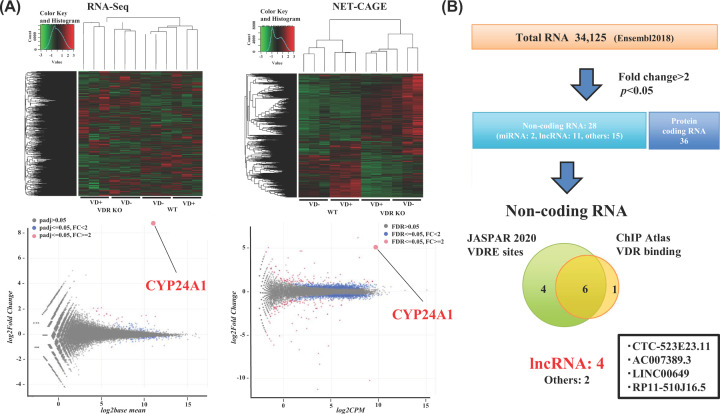
Transcriptome analysis of vitamin D-regulated non-coding RNAs in human keratinocytes (HaCaT cells) (**A**) Transcriptome analysis of vitamin D-regulated genes.*VDR*-KO and WT HaCaT cells treated with 1α,25(OH)_2_D_3_ for 8 h were subjected to RNA-seq (GSE178702) and NET-CAGE (GSE179017), and a heatmap (upper panel) and MA-plot are shown in the lower panel. *CYP24A1* is shown as the reference indicator for up-regulated genes by vitamin D. (**B**) *In silico* mining of VD target non-coding RNAs. A total of 28 non-coding RNAs and 36 mRNAs with greater than twofold up-regulated expression were selected from the differential gene expression analysis. *In silico* screening of VDRE-related motifs, according to the JASPAR 2020 database, and of VDR-binding peaks, according to the ChIP-Atlas, in non-coding RNA loci of the human genome was performed. The six non-coding RNA candidates, but not the two miRNAs, encompass the registered VDRE-related motifs and VDR-binding peaks. The four non-coding RNAs are registered lncRNAs (CTC-523E23.11, AC007389.3, LINC00649, and RP11-510J16.5).

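CYP24A1 (ENSG00000019186.5) lies on chromosome 20 from 52769988 to 52790512 on the minus strand. In wild-type cells, it rose from 1.37 ± 0.730 CPM without VD to 618 ± 18.9 CPM with VD (SD, n = 3 libraries each). The log2 fold change was 8.76 (standard error 0.164, adjusted p = 1.35e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All libraries with VD lay above all without (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). In VDR-KO cells, CYP24A1 was at 1.86 ± 1.54 CPM without VD and at 2.10 ± 0.287 CPM with VD, a log2 fold change of 0.25 (adjusted p = 0.919, edgeR). The responses of the cell lines differed by a log2 fold change of 8.50 (standard error 0.644, adjusted p = 8.68e-07, edgeR). Leaving out a replicate gave values between 8.44 and 9.06 in wild-type cells. The alternative that moved this response most, limma on log2(FPKM + 1), gave 6.89 on that scale.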

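At an unadjusted p under 0.05, 169 non-coding RNAs and 112 protein-coding genes were up-regulated more than 2-fold by VD in wild-type cells. Of these, 6 non-coding RNAs and 19 protein-coding genes also had an adjusted p under 0.05. For the non-coding RNAs this was the alternative that moved the number most, and for the protein-coding genes it was limma on log2(FPKM + 1), with 9 genes. Lowered by the same limits were 112 non-coding RNAs and 44 protein-coding genes. In VDR-KO cells, 95 non-coding RNAs and 50 protein-coding genes were raised and 210 and 56 were lowered by these limits. The 169 non-coding RNAs had a median of 18 counts over the 6 wild-type libraries. When these libraries were split into 3 and 3 in the 9 other ways, between 126 and 167 non-coding RNAs and between 46 and 68 protein-coding genes passed, counted in the direction with more, raised or lowered, because a split and its mirror are one. The deposited comparison of the authors lists 28 non-coding RNAs and 36 protein-coding genes with a p under 0.05 and a more than 2-fold increase. In the present fit, 27 of these non-coding RNAs passed the unadjusted limits and 6 the adjusted threshold. Of the protein-coding genes, 34 were tested, 34 passed the unadjusted limits and 19 the adjusted threshold.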

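CTC-523E23.11 (ENSG00000271109.1), a lincRNA on chromosome 19 from 35340182 to 35351480, had 1 count without VD and 21 with VD over 3 wild-type libraries each. The ratio of their CPM was 19.9 (95% exact counting interval 3.20 to 823), and the fitted log2 fold change was 3.85 (standard error 0.838, adjusted p = 0.0455, edgeR's quasi-likelihood test). The adjusted p was above 0.05 in 5 of 6 fits that left out a replicate (highest 0.2). In VDR-KO cells it had 1 count without VD and 0 with VD. Against a floor of 3 counts, wild-type cells with VD were 5.30-fold higher than VDR-KO cells with VD, which is not a confidence limit. Of its 32-base words, 33.5% occur elsewhere in the genome. AC007389.3 (ENSG00000235725.1), a lincRNA on chromosome 2 from 65816700 to 65867311, had 0 counts without VD and 9 with VD in wild-type cells. This was 2.84-fold higher against the same floor (adjusted p = 0.23, edgeR). VDR-KO cells had 0 counts without and 1 with VD. Its counts were not whole in 5 of 12 libraries before rounding, and 53.3% of its words occur elsewhere, so its value depends on how shared reads were counted. LINC00649 (ENSG00000237945.3, chromosome 21, 35287838 to 35349992) rose from 1.17 ± 0.438 CPM to 4.05 ± 0.507 CPM in wild-type cells, a log2 fold change of 1.81 (standard error 0.338, adjusted p = 0.0103, edgeR), and had 1.61 ± 1.32 CPM without VD and 1.41 ± 0.229 CPM with VD in VDR-KO cells. Its call was lost in 2 of 6 fits without a replicate (highest adjusted p 0.0937, edgeR), and 10.1% of its words occur elsewhere. With p-values adjusted over all genes tested, 2 of the 4 lncRNAs passed for VD in wild-type cells, and 4 of 4 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.

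**Figure D2:**
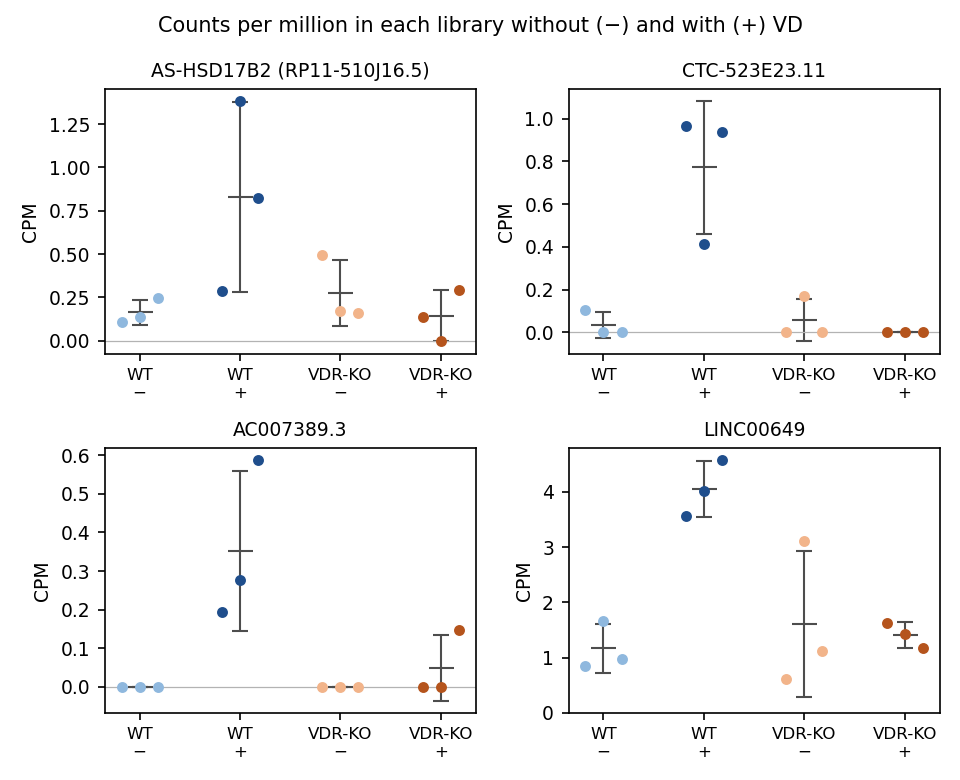
CPM of the 4 lncRNAs (y axes) in each library of wild-type (WT) and VDR-KO cells without (−) and with (+) VD, with points for the 3 libraries of a group and bars for mean ± SD. The lncRNA at the HSD17β2 locus lies between 0.289 and 1.38 CPM in wild-type cells with VD and between 0.107 and 0.245 CPM without.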

### *In silico* data mining of candidate VD non-coding RNA targets

We characterized the 91 non-coding RNAs obtained by *in silico* data mining [21,22] as direct VD targets if they were found to be transcriptionally regulated by VD-bound VDR. Of these, 28 non-coding RNAs, including two miRNAs and 11 lncRNAs, with greater than twofold up-regulated expression, were selected. 

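The difference in VD response between wild-type and VDR-KO cells was tested for each non-coding RNA. Of the 28 in the authors' comparison, 19 had an unadjusted p under 0.05 for this difference and 2 an adjusted p under 0.05 (edgeR). Among the 4 lncRNAs, the adjusted p for the difference was 0.443 for CTC-523E23.11, 0.231 for LINC00649 and 0.397 for the lncRNA at the HSD17β2 locus (edgeR). Over all genes tested, 0 of the 4 passed for the difference and 3 had an unadjusted p under 0.05. When adjusted over the list alone, 3 of 4 passed, which is again no independent evidence. The adjusted p was 1 for AC007389.3, where both VDR-KO groups are at or under the floor and the difference was not detectable at this depth.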

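By annotation, the non-coding RNAs up-regulated more than 2-fold at an unadjusted p under 0.05 comprised 44 antisense RNAs, 35 lincRNAs, 42 pseudogenes, 11 snRNAs and 7 miRNAs, with the rest in 5 other classes. None of the miRNAs passed an adjusted p of 0.05 (0 of 7). The libraries, from poly(A)-enriched RNA, were not made to measure mature miRNAs, so counts at these loci do not test their level. MIR125B1 (ENSG00000207971.1, chromosome 11, 121970465 to 121970552) had 3 counts without VD and 24 with VD in wild-type cells, a ratio of 7.58 (95% exact counting interval 2.30 to 39.3, adjusted p = 0.0872, edgeR). In VDR-KO cells it had 5 and 13 counts, a ratio of 2.66 (0.889 to 9.52). It lies on the same strand within RP11-166D19.1, a longer non-coding RNA chosen after its values were seen. RP11-166D19.1 rose in wild-type cells by a log2 fold change of 0.47 (adjusted p = 0.0099, edgeR). Its call was not kept in all fits without a replicate (highest adjusted p 0.0746, edgeR). AC099506.1 (chromosome 16, 82875691 to 82875805) had 1 count without VD and 14 with VD, a ratio of 13.3 (2.02 to 561, adjusted p = 0.146, edgeR). MIR624, MIR3158-1, AC006539.1, MIR3685 and MIR3657 are the other miRNAs. The non-coding RNAs with the smallest p among those up-regulated more than 2-fold were EFTUD1P1, UCA1, LINC00649, CTD-2588J6.1 and a lincRNA on chromosome 10 (ENSG00000231483.1). UCA1 (ENSG00000214049.6, chromosome 19) rose from 8.07 ± 0.725 CPM to 18.0 ± 1.25 CPM in wild-type cells, a log2 fold change of 1.18 (standard error 0.139, adjusted p = 0.000115, edgeR), and was at 17.7 ± 0.581 CPM without VD and 17.8 ± 3.71 CPM with VD in VDR-KO cells. Of its 32-base words, 25.3% occur elsewhere. The pseudogene EFTUD1P1 rose by a log2 fold change of 1.61 (adjusted p = 1.05e-05, edgeR), but shares 34.9% of its 50-base words with EFTUD1, whose own log2 fold change was 1.49. The pseudogene CTD-2588J6.1 rose from 0.668 ± 0.254 CPM to 2.15 ± 0.419 CPM (log2 fold change 1.59, adjusted p = 0.0135, edgeR) and lost its call in 3 of 6 fits without a replicate. That lincRNA on chromosome 10 rose by 1.01 on the log2 scale (adjusted p = 0.0316, edgeR) and lost its call in 4 of 6.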

To evaluate the expression of these 28 non-coding RNAs in response to VD, we performed NET-CAGE, which can detect the nascent RNAs transcribing the non-coding RNAs from both strands. After close assessment of the 28 gene loci, all appeared to produce nascent RNAs from either one strand or both strands in response to VD, consistent with the RNA-seq data (Figure 2A).

Next, the loci of the non-coding RNAs were assessed *in silico* for the registered VDR-binding peaks, according to the ChIP-Atlas, and for VDRE-related motifs, according to the JASPAR 2020 database. Neither VDR-binding peaks nor VDRE-related motifs were detected in the gene loci of the two miRNAs or in their adjacent ∼10 kb downstream/upstream regions. In contrast, the gene loci of the four candidate lncRNAs were found to harbor both for the registered VDR-binding peaks and VDRE-related motifs (Figure 3A–D), similar to the gene locus of CYP24A1 (Figure 1C).

**Figure 3:**
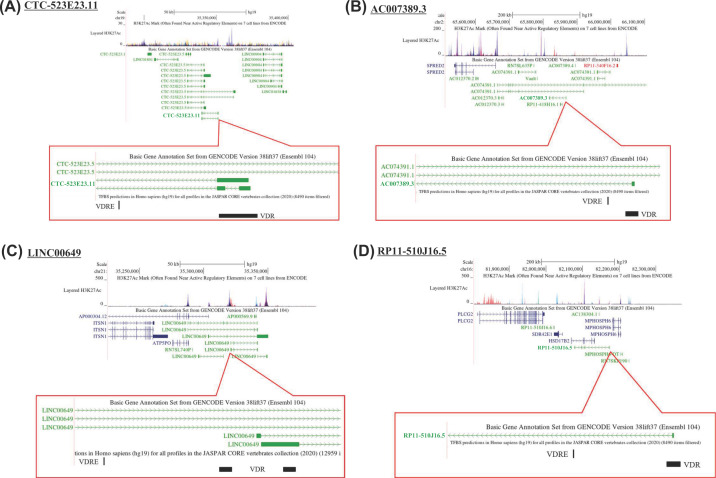
The gene loci of the four lncRNAs regulated by vitamin D (**A**) The gene locus for CTC-523E23.11, (**B**) for AC007389.3, (**C**) for LINC00649, and (**D**) for RP11-510J16.5. The registered peaks for H3K27Ac are shown in the upper panels, and VDR-binding regions (the ChIP-Atlas) and VDRE-related motifs (the JASPAR 2020) are displayed in the lower panels.

### A lncRNA (AS-HSD17β2) as a direct VD target

The coding region of one of the four lncRNAs mapped to the gene locus encoding the HSD17β2 enzyme, which catalyzes sex steroid hormones [29]. This lncRNA (*RP11-510J16.5*) is hereafter referred to as *AS-HSD17β2*. 

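In the annotation of the deposited counts, AS-HSD17β2 (ENSG00000261235.1, antisense) lies on the minus strand of chromosome 16 of GRCh37 from 82077941 to 82173236, with 1030 exonic bases in 5 exons. HSD17β2 (ENSG00000086696.6) lies on the plus strand from 82068609 to 82132139, with 2688 exonic bases. The span of AS-HSD17β2 covers 54199 bases of HSD17β2. Their exons overlap in 1 place, for 248 bases from 82104547 to 82104794. On the minus strand, SDR42E1 (82031221 to 82045093) and MPHOSPH6 (82181403 to 82203831) flank AS-HSD17β2, and MPHOSPH6 ends 8166 bases upstream of it. The pseudogene CTD-2588J6.1 (82154243 to 82155374) lies on the minus strand within an intron of AS-HSD17β2. In wild-type cells, MPHOSPH6 changed with VD by a log2 fold change of 0.36 (standard error 0.0695, adjusted p = 0.0135, edgeR), with the call lost in 4 of 6 fits without a replicate (highest 0.102), and SDR42E1 by 0.16 (adjusted p = 0.813, edgeR).

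**Figure D3:**
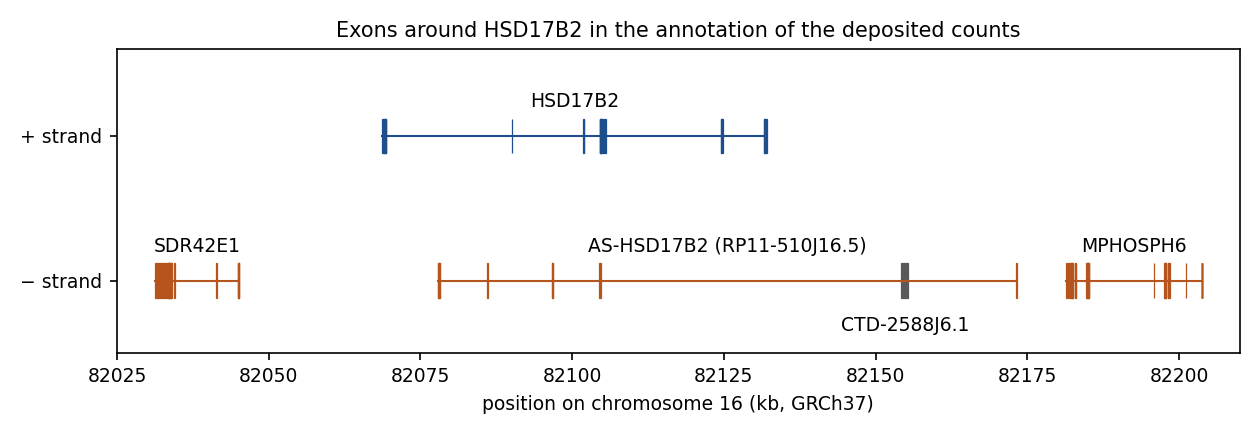
Exons (boxes) and spans (lines) of HSD17B2, AS-HSD17B2 and the genes beside them on the 2 strands (y axis) by position on chromosome 16 in kb (x axis). The exons of HSD17B2 and AS-HSD17B2 overlap in 248 bases.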

NET-CAGE confirmed the expression of *HSD17β2* mRNA and *AS-HSD17β2* lncRNA from each strand at the same gene locus and in response to VD (Figure 4). VDR dependency in the VD response was confirmed by means of the VDR-KO cells (Figure 4). 

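In wild-type cells, AS-HSD17β2 had 0.164 ± 0.0726 CPM without VD and 0.831 ± 0.547 CPM with VD. The log2 fold change was 2.13 (standard error 0.701), and its adjusted p of 0.294 (edgeR's quasi-likelihood test) did not pass 0.05, while its unadjusted p was 0.00708. In the 3 libraries with VD its counts were 3, 10 and 7, and in those without VD 1, 1 and 2. In VDR-KO cells, it had 0.275 ± 0.189 CPM without VD and 0.143 ± 0.147 CPM with VD, a log2 fold change of −0.90 (adjusted p = 0.843, edgeR). The difference between the cell lines was 3.03 on the log2 scale (standard error 1.24), with an unadjusted p of 0.0256 in the edgeR model. HSD17β2 rose from 1.19 ± 0.308 CPM to 2.68 ± 0.295 CPM in wild-type cells (log2 fold change 1.13, standard error 0.236, adjusted p = 0.0255, edgeR). In VDR-KO cells it was at 1.38 ± 0.237 CPM without VD and 1.26 ± 0.203 CPM with VD, a log2 fold change of −0.13 (adjusted p = 0.959, edgeR). The difference was 1.26 (standard error 0.39, adjusted p = 0.311, edgeR). Its call in wild-type cells was lost in 5 of 6 fits that left out a replicate, with adjusted p up to 0.243. All 3 wild-type libraries with VD lay above all 3 without for both genes (exact permutation test, two-sided, p = 0.10). The counts of HSD17β2 were not whole in 7 of 12 libraries before rounding, while those of AS-HSD17β2 were whole in all 12.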

The VDR-binding peaks are located within 1–5 kb from the VDRE-related motifs in the adjacent chromatin regions, but they did not overlap with those motifs (Figure 3D). As the chromatin sites associated with given DNA-binding transcription factors often do not overlap with the consensus-binding motifs in the gene promoters, conceivably due to chromatin looping, we presumed that the regulatory region adjacent to the *AS-HSD17β2* locus forms a specific tertiary structure facilitating VD-regulated transcription. ATAC-seq was performed to assess the effect of alterations in chromatin configuration on this gene locus in HaCaT cells treated with or without 1α,25(OH)_2_D_3_ for 8 h. Although the whole genome structure did not appear to be significantly regulated by VDR-mediated VD signaling (Figure 5A,B), this gene locus was found to be locally regulated by VD at the chromatin structure level, and the VDR dependency was confirmed in VDR-KO cells (Figure 5C). Thus, we presume that at this gene locus, chromatin structure is reorganized by VD to enable efficient transcription.

**Figure 4:**
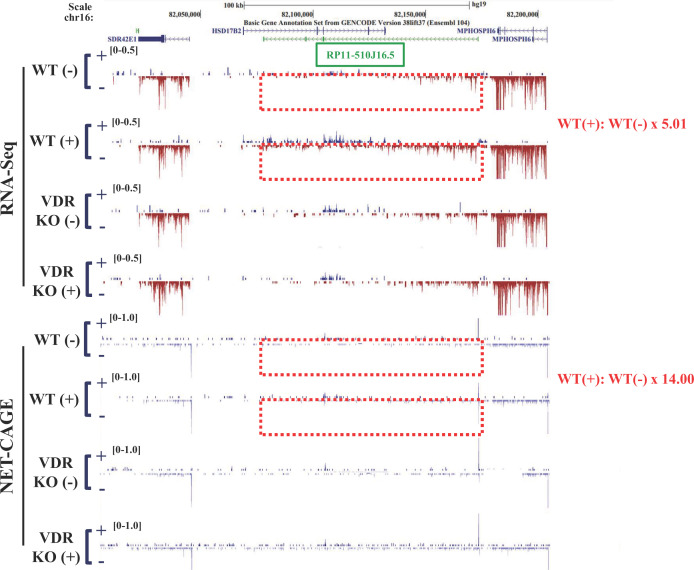
A lncRNA (*RP11-510J16.5/AS-HSD17β2*) is transcribed from the antisense strand of the HSD17β2 locus The genomic structure of human *HSD17β2* on chromosome 16 is shown in the upper panel. The peaks representing transcripts detected by RNA-seq and NET-CAGE in wild-type HaCaT cells treated without [WT (-)] or with [WT (+)] and *VDR*-KO cells 1α,25(OH)_2_D_3_ for 8 h are shown in the lower panel. Compared with no 1α,25(OH)_2_D_3_ treatment, 1α,25(OH)_2_D_3_ induced an approximately fivefold (from RNA-seq data) and 14-fold (from NET-CAGE data) up-regulation of the average transcript signal of *HSD17β2* and *AS-HSD17β2* (*RP11-510J16.5*), calculated from the MA-plots in Figure 2A.

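From the edgeR fits, the fold change by VD in wild-type cells was 4.39 for AS-HSD17β2 and 2.20 for HSD17β2. Pooled over the 3 libraries of each group, AS-HSD17β2 had 4 counts without VD and 20 with VD, a ratio of 4.74 in CPM (95% exact counting interval 1.59 to 19.05). HSD17β2 had 30 and 70 counts, a ratio of 2.21 (1.42 to 3.51). In VDR-KO cells, the ratio with against without VD was 0.511 (0.0827 to 2.39) for AS-HSD17β2, from 3 and 6 counts, and 0.913 (0.510 to 1.62) for HSD17β2, from 25 and 28 counts. Among the alternatives, limma on log2(FPKM + 1) gave the lowest log2 fold changes, 0.61 for AS-HSD17β2 and 0.49 for HSD17β2, and with a replicate left out the values ran from 1.62 to 2.62 for AS-HSD17β2 and from 0.96 to 1.26 for HSD17β2.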

**Figure 5:**
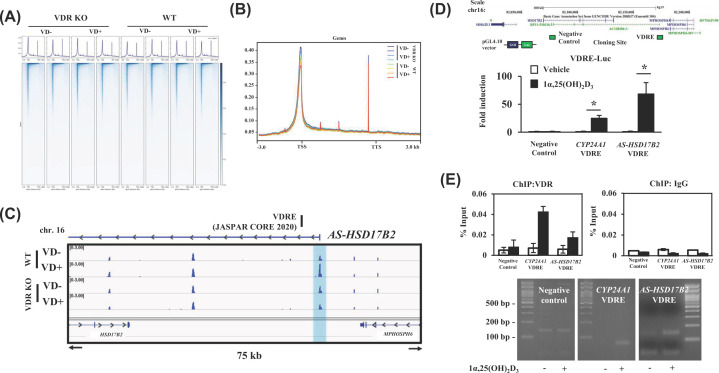
Vitamin D-induced and VDR-dependent chromatin reconfiguration at the human *HSD17β2/AS-HSD17β2* gene locus (**A**) Heatmap and mapping profile of ATAC-seq data. The analysis of ATAC-seq data by deepTools (GSE191099) is shown. All genes with one or more reads were mapped by averaging the read depth at each position over a range of 3 kb upstream of the transcription start site (TSS) to 3 kb downstream of the transcription termination site (TTS) and normalizing to the ATAC signal. Genes with one or more reads are indicated by a single horizontal line, and read depths from 3 kb upstream of the TSS to 3 kb downstream of TTS are indicated. (**B**) Comparison of each mapping profile among the samples. (**C**) IGV tracks of ATAC-seq data from a representative locus, AS-HSD17B2 (scale 0–3.0), are presented. The blue box represents the TSS of *AS-HSD17B2*. (**D**) Identification of a VDRE at the human *HSD17β2/AS-HSD17β2* gene locus. An *HSD17β2/AS-HSD17β2* VDRE at the human *HSD17β2/AS-HSD17β2* gene locus (upper panel) was assessed by a luciferase reporter assay in HaCaT cells treated with or without 1α,25(OH)_2_D_3_ for 24 h (lower panel). A region in the gene locus was used as a negative control as depicted in the panel. The assay was independently performed three-times. Data are expressed as the mean ± SE of three samples. (**E**) Vitamin D-induced association of VDR with *HSD17β2/AS-HSD17β2* VDRE. The ChIP-qPCR assay was performed in HaCaT cells. The known VDRE in the *CYP24A1* gene promoter was used as a positive control. The ChIP-qPCR assay (37 PCR cycles for negative control and *CYP24A1* VDRE, 35 cycles for *AS-HSD17β2* VDRE) was independently performed more than three-times and similar results were obtained. Data are expressed as the mean ± SD of the two or three samples, and the representative bands of the PCR products were shown together with the molecular markers in the panels.

We then evaluated whether this VDRE-related motif (*AS-HSD17β2* VDRE) indeed behaves as a VDRE. In a luciferase reporter assay (Figure 5D), robust VD-responsive enhancer activity was detected at the *AS-HSD17β2* VDRE compared with a known VDRE in *CYP24A1* in human keratinocytes [30]. Moreover, in HaCaT cells, efficient binding of endogenous VDR to the *AS-HSD17β2* VDRE was observed by the ChIP-qPCR assay (Figure 5E), though the *AS-HSD17β2* VDRE is not overlapped with the registered peaks of VDR binding in the ChIP-atlas. Thus, together with the RNA-seq and NET-CAGE findings, we propose that *AS-HSD17β2* is a direct lncRNA target of VD.

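With VD, the pooled CPM of AS-HSD17β2 was 5.04 times as high in wild-type as in VDR-KO cells (95% exact counting interval 1.496 to 26.5, from 20 and 3 counts in 3 libraries each). That of HSD17β2 was 2.12 times as high (1.33 to 3.49, from 70 and 25 counts). From its RNA-seq and NET-CAGE findings, together with the enhancer activity of the VDRE in its reporter assay and the binding of VDR there in its ChIP-qPCR assay, the paper proposes AS-HSD17β2 as a direct lncRNA target of VD.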

Since the *AS-HSD17β2* mRNA level was regulated by VD, and the AS-HSD17β2 VDRE is a potential VDRE for the *HSD17β2* gene as well, we evaluated whether *HSD17β2* is a direct VD target. In HaCaT cells, the response of *HSD17β2* transcription to VD was evident by the qRT-PCR assay, as expected (Figure 6A). *HSD17β2* expression showed a similar VD response (Figure 6A); however, qRT-PCR cannot distinguish the two different strands of a gene locus. Therefore, we assessed the VD response of HSD17β2 at the protein level by Western blotting (Figure 6B). An increase in HSD17β2 protein expression after VD treatment was detected (Figure 6C), suggesting that HSD17β2 is a direct VD target gene.

**Figure 6:**
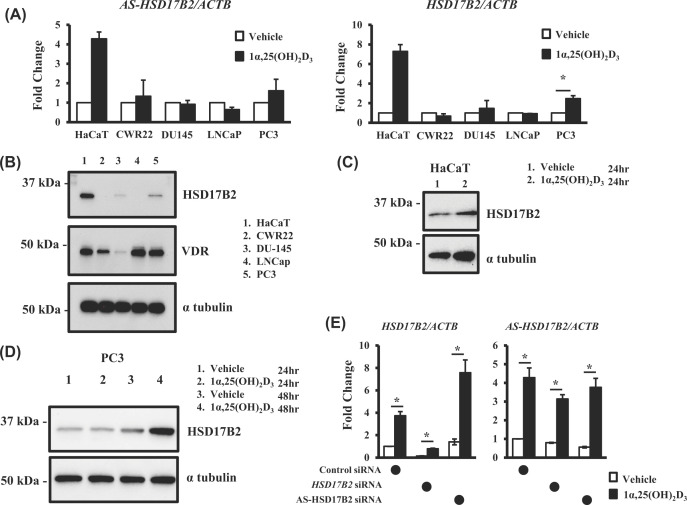
Vitamin D-induced expressions of *HSD17β2* and *AS-HSD17β2* and the attenuating function of *AS-HSD17β2* for *HSD17β2* expression (**A-D**) Vitamin D-induced expressions of *HSD17β2* and *AS-HSD17β2*. Expression of *HSD17β2* and *AS-HSD17β2* were assessed in HaCaT cells and in prostate cancer cells at protein and transcript levels estimated by Western blotting and qRT-PCR, respectively. (**E**) Attenuation of *HSD17β2* gene expression by *AS-HSD17β2*. A knockdown assay using siRNAs specific to each strand of the human *HSD17β2*/*AS-HSD17β2* locus was performed in HaCaT cells treated with or without 1α,25(OH)_2_D_3_ for 8 h. The assay was independently performed four-times. The cells were subjected to qRT-PCR. Data are expressed as the mean ± SD of three samples.

As a role of HSD17β2 in prostate cancer development has been reported [31], we next evaluated whether HSD17β2 and AS- HSD17β2 are transcriptionally regulated by VD in prostate cancer. Among the tested prostate cancer cell lines (CWR22, DU-145, LNCaP, and PC3), the HSD17β2 protein level in PC3 cells was relevant to that in HaCaT cells (Figure 6B). When the PC3 cells were treated with 1α,25(OH)_2_D_3_ increased protein and transcript levels of HS17β2 were observed (Figure 6D). Thus, these findings suggest that HS17β2 expression is affected by VD, at least in certain prostate cancer cell types. Likewise, up-regulation of *AS-HSD17β2* by VD was seen in the CWR22 and PC3 cells (Figure 6C), confirming our idea that *AS-HSD17β*2 is a VD direct target in the prostate cancer cells other than keratinocyte cells.

### AS-HSD17β2 attenuation of HSD17β2 expression

As *AS-HSD17β2* transcripts and HSD17β2 mRNA are transcribed from the same gene locus, we assessed the mutual relationship between their expression levels in HaCaT cells. A knockdown experiment was performed using siRNAs selectively targeting each transcript derived from exon 4 of *HSD17β2*. The *AS-HSD17β2* expression level was slightly reduced by the siRNA targeting *AS-HSD17β2* transcript but was not affected by the siRNA-targeting HSD17β2 mRNA. However, knockdown of *AS-HSD17β2* transcript effectively up-regulated HSD17β2 mRNA expression (Figure 6E), and VD responsiveness was retained. Thus, these findings suggest that *AS-HSD17β2* transcript attenuates the expression of HSD17β2 mRNA.

## Discussion

In the present study, we found numerous non-coding RNA gene candidates regulated by VD, some via VDR, by using RNA sequencing (RNA-seq) and native elongating transcript–cap analysis of gene expression (NET-CAGE), together with an *in silico* search of human miRNAs and lncRNAs and of VDR-binding sites in public databases. 

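At an unadjusted p under 0.05, VD raised 314 and lowered 206 of the non-coding RNAs tested in wild-type HaCaT cells. At an adjusted p under 0.05 (edgeR), 14 were raised and 0 lowered. The log2 fold changes of the 14 lay between 0.46 and 3.85, and their counts over the 6 wild-type libraries between 22 and 3201. For 6 of the 14, the response also differed from that of VDR-KO cells at an adjusted p under 0.05. In VDR-KO cells, 212 non-coding RNAs were raised and 395 lowered at an unadjusted p under 0.05, and 0 at the adjusted threshold.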

In HaCaT cells, the 91 non-coding RNA candidates were up-regulated by VD, while non-coding RNAs down-regulated by VD remain to be identified (Figure 2A,B). Two miRNAs were present among these non-coding RNAs (Figure 2B), and miRNAs are known to modulate many biological events by inhibiting the translation of, and destabilizing, the target mRNAs [13,32]. However, they are unlikely to be direct VD targets, since neither VDR-binding sites from the database nor VDRE-like motifs were found in their gene loci or 10-kb adjacent regions. Of these non-coding RNA targets, VDR-binding sites and VDRE-related sequences registered in the databases were absent in the gene loci of the miRNAs. In the contrast, the gene loci of four lncRNAs matched this criterion. Two classes of non-coding RNAs (lncRNAs and enhancer RNAs) have already been illustrated to exert biological functions [14,33]. Enhancer RNAs serve as transcriptional and epigenetic regulators by dynamic reconfiguration of the chromatin environment [34,35]. Consistent with our previous reports [21,22], we recently detected candidate VD-induced eRNAs in the VD-responsive gene promoter of CYP24A in HaCaT cells [19]. The present results suggest that certain lncRNAs other than eRNAs are regulated by VD [33,34]. In our tested cell lines derived from human keratinocytes, four lncRNAs were transcriptionally induced by VD-bound VDR (Figures 2 and 4). The VDRE-like motif located in the AS-HSD17β2 gene locus acted as a VDRE according to the luciferase reporter assay (Figure 5D), and its VDRE activity was higher than that of the known VDRE in the CYP24A1 gene promoter [29,36]. Furthermore, binding of endogenous VDR to this *AS-HSD17β2* VDRE was detected by the ChIP-qPCR assay in HaCaT cells (Figure 5E). Consistently, the regulation of the *AS-HSD17β2* gene by VD was also seen in the other cell lines derived from prostate cancer (CWR22 and PC3 cells) (Figure 6). Additional direct VD lncRNA targets may be identified in other cell types and tissues using our same approach. Considering the significance of VD signaling in pathological settings [4,10,37,38], VD-regulated lncRNAs might play critical roles in cancer onset and development. However, genetic manipulation to assess the *in vivo* function of the four lncRNAs identified here is difficult in animal models, since the genomic sequences encoding these lncRNAs in humans are not conserved in rodents, similar to most non-coding RNAs [11,12,14]. Ectopic expression of a given human lncRNA in animal models may provide clues to address this issue.

We revealed the biological function of *AS-HSD17β2* in terms of *HSD17β2* gene regulation. When *AS-HSD17β2* expression was knocked down by siRNA in HaCaT cells, *HSD17β2* expression was up-regulated in the presence of VD (Figure 6E). In contrast, when HSD17β2 expression was knocked down, such up-regulation was not seen for *AS-HSD17β2* expression. Thus, the *AS-HSD17β2* transcript appears to attenuate HSD17β2 mRNA expression, although the mechanism remains to be determined. Given its longer length compared with HSD17β2 mRNA, *AS-HSD17β2* transcript(s) might serve as a miRNA precursor to degrade HSD17β2 mRNA. This idea is supported by recent characterization of miRNAs transcribed from the antisense strands of introns of the genes encoding a neural tau protein and the ubiquitin E3 ligase Wwp protein [39,40]. As both *AS-HSD17β2* and *HSD17β2* transcription were induced by VD, *AS-HSD17β2* may act as a VD sensor to suppress an excess of VD-induced expression of HSD17β2 mRNA in cells expressing VDR.

In the characterization of *AS-HSD17β2* as a direct VD target lncRNA, *HSD17β2* was found to be a novel VD target gene. The incidence of prostate cancer was suggested to be closely associated with VD nutrition status in a large number of epidemiological studies [41], and VD is considered beneficial for preventing prostate cancer [42]; however, the molecular basis of this VD effect is poorly understood. In this respect, VD-mediated gene regulation of *HSD17β2* and *AS-HSD17β2* is interesting, but its significance in prostate cancer awaits further study. Consistent with the putative enzymatic activity of HSD17β2 in sex steroid hormone biosynthesis, a recent report suggested that HSD17β2 drives prostate cancer development based on clinical observations of HSD17β2 overexpression in prostate tumors [41,42]. In the present study, we also observed HSD17β2 expression at the mRNA and protein levels in the CWR22 and PC3, but not DU-145 and LNCaP, prostate cancer cell lines, and its co-expression with *AS-HSD17β2* transcript(s) (Figure 6). Since the transcription of *AS-HSD17β2* occurs from the antisense strand of the *HSD17β2* locus at multiple transcription start sites (Figures 4 and 5), it is possible that decreased *AS-HSD17β2* expression due to either reduced promoter activity or a different transcription start site leads to overexpression of HSD17β2 in prostate tumors.

Though we could provide an evidence that four lncRNA genes are direct VD targets, only two types of human cell lines (keratinocytes and prostate cancer) were applied for the present study. Similarly, the gene regulation of HSD17β2 by VD has been assessed in prostate cell lines. Thus, the VD action for the genes of four lncRNAs and HSD17β2 in human intact tissues including prostate tumors still remain to be tested.

In summary, our results suggest that lncRNAs are direct non-coding RNA targets of VD and play a role in facilitating VD signaling, and further characterization of the roles of HSD17β2 and *AS-HSD17β2* in prostate cancer development is clearly needed.

## Data Availability

The data of the RNA-seq are registered as accession#: GSE178702, and those of the NET-CAGE and ATAC-seq are the accession# :GSE179017 and GSE191099, respectively. The other datasets are available upon reasonable request from the corresponding author.

## Abbreviations

eRNA: enhancer RNA
HSD17β2: Hydroxysteroid 17-Beta Dehydrogenase 2
KO: knock-out
lncRNA: long non-coding RNA
miRNAs: microRNA
piRNA: piwi-interacting RNAs
qRT-PCR: quantitative reverse-transcription polymerase chain reaction
VD: vitamin D
VDR: vitamin D receptor
VDRE: vitamin D response element

How the deposited data were processed for this re-analysis (not part of the article)

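RNA-seq was analysed for 12 libraries of HaCaT cells, 3 in each of 4 groups: wild-type and VDR-KO cells, each without and with VD for 8 h. The authors deposited gene and transcript counts from featureCounts on reads mapped to GRCh37, FPKM values of the same genes and transcripts, and tables of their DESeq2 comparisons. The log2 fold changes in these tables were computed by the authors with DESeq2. The p-values in these tables, unadjusted and adjusted, were also computed by the authors with DESeq2. The counts were not normalized. They were rounded to whole numbers from fractional counts, which was tested against the FPKM values and the gene lengths. The NET-CAGE and ATAC-seq data were not analysed here. Of the deposited columns, 12 were not used.

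Each gene with at least 10 counts summed over the 12 libraries was kept, which left 10074 non-coding RNAs and 15244 protein-coding genes. Non-coding stands for every annotated type other than protein-coding, pseudogenes included. Libraries were normalized by TMM and fitted together in edgeR 4.0.16 with 1 coefficient per group, and contrasts were tested by the quasi-likelihood F-test with Benjamini-Hochberg adjustment over all genes tested. The contrasts were VD in wild-type cells, VD in VDR-KO cells, the difference between these responses, and VDR-KO against wild-type cells without VD. A gene was called at an adjusted p under 0.05. For the selection of Figure 2B, an unadjusted p under 0.05 and a more than 2-fold increase were used, since the legend names no adjustment. Transcript counts were fitted in the same way. CPM were computed with TMM library sizes, and single genes were compared by a two-sided exact permutation test on log2(CPM + 1), whose smallest p for 3 libraries against 3 is 0.10. Ratios of pooled counts have 95% exact intervals, and a group with 0 counts was set to a floor of 3 counts. Folds against this floor are not confidence limits. The genes raised by VD in wild-type cells were tested as a set in VDR-KO against wild-type cells without VD with fry of limma 3.58.1.

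The genes named are those that the paper names for RNA or draws beside HSD17B2 in Figure 4, and ACTB. To these were added, for each contrast, up to 5 raised and 5 lowered genes with the largest change among those called whose 3 libraries of a group all lay beyond the 3 of the other, where the difference between responses used the wild-type groups. The 5 non-coding RNAs with the smallest p among those raised more than 2-fold in wild-type cells, and the miRNAs among these, were named as well. EFTUD1 and RP11-166D19.1 were chosen after their values were seen. A gene that meets the rule is not reported here.

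The tests, the contrasts, the rule for named genes and all alternatives but 3 were set before the data were examined. The alternatives were DESeq2's size factors, the Wald test of DESeq2 1.42.0, no filter, edgeR's filterByExpr, a mean normalized count over 5, a fit of the libraries of the contrast alone, limma on log2(FPKM + 0.1) and on log2(FPKM + 1), adjusted in place of unadjusted p, a 2-fold change required of the calls, transcript counts, pseudogenes left out, and each replicate left out in turn. For the gene set they were camera with a preset correlation, the 50 genes with the smallest p among those raised more than 2-fold, and each replicate left out. The 3 chosen after seeing the data were the fractional counts, DESeq2 on the wild-type libraries alone with no filter, and a block on the order of the libraries within their group.

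The fits were tested on simulated data with the depths of these libraries and 200 genes changed. The spread of each gene was shared by all groups, although the libraries with VD varied more than those without. For VD in wild-type cells, edgeR recovered 195 of the 200 with 27 false calls, and DESeq2 recovered 189 with 8 false calls. Of 200 genes with 20 to 60 counts over the 12 libraries before a 5-fold rise, edgeR recovered 156 and DESeq2 47. CTC-523E23.11, AC007389.3 and AS-HSD17B2 had fewer counts apart from their rise, so these numbers do not give the power for them. In the first of these simulations, 218 unchanged genes passed an unadjusted p under 0.05 and a 2-fold change with edgeR and 65 with DESeq2. Between replicates of a group, the chi-square per degree of freedom lay between 1.275 and 6.296. The labels give no sequencing or library batch. The computations used R 4.3.3 and Python 3.11.15, and overlaps of annotation were computed with bedtools 2.31.1.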

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

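The tests of the UCA1 normalization and shared reads, of EFTUD1P1, of a hidden response in VDR-KO cells and the splits of libraries given in this part, other than those of the gene set, were chosen only after the results were seen.

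The VD response differed between wild-type and VDR-KO cells for 97 genes, by a test of the difference itself (edgeR, adjusted p under 0.05). Of these, 81 were also called in wild-type cells and 96 had an unadjusted p under 0.05 there. Of 100 splits drawn from 200 that exchanged VD labels within each cell line, only the real split gave as many genes (1 of 100). This restates the wild-type response for the most part, since 87 of these splits break the wild-type labels, and 86 of the 87 gave 0 genes. With the wild-type labels kept, the real labels of the VDR-KO libraries were the only 1 of 20 arrangements with as many genes. The other arrangements gave 29 to 61, with 61 for reversed VDR-KO labels. A share of 20 arrangements cannot fall under 0.05. The real split of the 6 wild-type libraries was the only 1 of 10 to give 179 called genes, the others giving 0. With 10 splits, a share cannot fall under 0.1. In VDR-KO cells 0 genes were called (2467 at an unadjusted p under 0.05). All splits, 10 of 10, reach this number whatever their values, so that they say nothing about the calls. The lower depth of the VDR-KO libraries was argued against: with every library thinned to 5655926 counts, 163 genes were called in wild-type cells, 146 of them also at full depth, 0 in VDR-KO cells and 91 for the difference. For the 106 genes raised in wild-type cells, a like response in VDR-KO cells hidden by the spread between libraries was argued against too. Their median log2 fold change was −0.056 in VDR-KO cells, against 0.64 in wild-type cells, and 41 of the 106 lay above 0. Whether other genes respond to VD in VDR-KO cells cannot be told from these medians. DESeq2's Wald test called 124 genes there. The series holds 1 VDR-KO line, so that loss of VDR and another difference between the cell lines cannot be told apart for the VD response.

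Among the genes with the largest differences were CYP24A1 (8.50 on the log2 scale), GEM (4.90), C2orf54 (2.63) and PLB1 (2.26), from those that responded more in wild-type cells, and SERPINB2 (−1.06), SERPINB10 (−1.02), TNFRSF11B (−1.02), B3GNT3 (−0.88) and CD55 (−0.70), from those lowered by VD. Their direction was kept in all 12 fits that each left out a replicate. The difference of GEM ran from 3.585 without replicate 7 to 7.452 without replicate 3 in these fits. The call of GEM was lost in 9 of 12 of these fits (adjusted p 0.382 without replicate 7, edgeR), that of CD55 in 8 of 12 (0.126 without replicate 9) and that of TNFRSF11B in 2 of 12 (0.0547 without replicate 2). The others of these genes kept their call in these fits. The 1 VDR-KO line limits these differences in the same way.

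UCA1 was raised by VD in wild-type cells and not in VDR-KO cells, a difference of 1.18 on the log2 scale (adjusted p = 0.00789, edgeR). Without VD it was higher in VDR-KO than in wild-type cells by a log2 fold change of 1.14 (adjusted p = 6.53e-05, edgeR), a comparison the paper does not report. The choice of TMM over DESeq2's size factors was argued against as the cause, because the size factors gave 1.15. Both scale whole libraries, so that a fault common to both was not tested. Of its 32-base words, 25.3% occur elsewhere, and the deposited counts do not show from where such reads came, so reads shared with another gene cannot be told apart from its own. With 1 VDR-KO line, loss of VDR cannot be told apart from another difference between the lines.

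Of the 14 non-coding RNAs raised by VD in wild-type cells at an adjusted p under 0.05, 12 are not named in the paper. They include EFTUD1P1 and UCA1. EFTUD1P1 rose together with EFTUD1, a gene chosen after its values were seen. Of its 1112 words of 50 bases, 388 are also in EFTUD1, and reads of EFTUD1 divided between both would give 605.6 reads on EFTUD1P1 over the 12 libraries, where 413 were counted. This is 147% of those counted, so the division assumed here gives too many and does not hold as it stands. Reads of EFTUD1 may contribute to the rise, but their share cannot be told from these counts. Whether the pseudogene itself responded stays open.

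Without VD, 1213 genes differed between VDR-KO and wild-type cells (567 higher, 646 lower, edgeR), of which 248 by more than 2-fold. The paper does not report this comparison. The real split of the 6 libraries was the only 1 of 10 with as many genes. Among the genes with the largest changes whose libraries did not overlap, PAK3 rose by 4.41 on the log2 scale (adjusted p = 8.37e-08, edgeR). The folds that follow set a group with 0 counts at a floor of 3 counts and are no confidence limits. DIAPH2 had 62 counts in wild-type and 0 in VDR-KO cells (16.9-fold lower), and RIBC2 50 and 0 (13.6-fold lower). WNK2 had 31 and 0 (8.44-fold lower), AQP4 17 and 0 (4.63-fold lower) and GSTM3 15 and 0 (4.08-fold lower). HS3ST3A1 had 0 counts in wild-type and 12 in VDR-KO cells (4.90-fold higher), and AMTN 0 and 11 (4.49-fold higher). RP11-402P6.11 and TSPAN9-IT1 each had 0 and 8 (3.27-fold higher). In the 6 fits that each left out a replicate, the largest adjusted p was 0.098 for GSTM3, 0.0964 for AMTN, 0.124 for RP11-402P6.11 and 0.152 for TSPAN9-IT1 (edgeR), so that these calls were lost in at least 1 fit. The others of these named genes kept their call in these fits. No biological explanation of these was tested.

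The 106 genes raised by VD in wild-type cells were, as a set, higher in VDR-KO than in wild-type cells without VD, with a median log2 fold change of 0.21 (called by limma's fry), and 82 of the 106 were higher. At an adjusted p under 0.05, 28 were higher and 3 lower. The call also holds under camera with a preset correlation of 0.01. The real split was the only 1 of 10 with as small a fry p. The set was chosen against the same wild-type libraries without VD, and this biases fry: of 20 simulated unchanged groups against these controls, 20 had the direction higher and 8 had a fry p under 0.05, so the call of fry does not by itself exclude it. The highest median of the 20 was 0.031, and 44.4% to 63.8% of genes were higher in them, against 77.4% observed. The simulation took the observed VD changes of the called genes as true, although selection can enlarge them. It can therefore understate this bias, so shared controls stay open as a cause of the size of the shift. Genes held down by VDR without VD may be among those raised by VD, but with 1 VDR-KO line a difference between the lines other than VDR cannot be told apart from this.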

How the results depend on the processing

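DESeq2 on the wild-type libraries alone, the fractional counts and a replicate block were alternatives chosen after seeing the data; the tests of other splits are given beside their results. The replicates are numbered 1 to 12 and share no number between groups, and no label pairs them. Deviations from the group means were compared between libraries in the same place by order, over the 9349 genes with at least 1200 counts. They correlated at 0.392, 0.0980 and 0.0509 between the wild-type groups (genes are not independent replicates). Between the VDR-KO groups the values were 0.117, −0.0313 and 0.0616. Between wild-type and VDR-KO cells without VD they were −0.0997, −0.131 and 0.0531. A replicate block on this order gave 198 genes called for VD in wild-type cells, 0 in VDR-KO cells (2668 at an unadjusted p under 0.05), 126 for the difference and 1354 between the cell lines without VD, 172 non-coding RNAs and 102 protein-coding genes raised more than 2-fold, 243 transcripts, and adjusted p of 0.287 for AS-HSD17B2 and 0.0405 for HSD17B2 (edgeR). The set of genes raised by VD kept its call under it (median 0.21). Of the single genes compared across the alternatives, only CTC-523E23.11 changed its call under it (adjusted p 0.0651, edgeR).

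The 179 genes called for VD in wild-type cells became 312 with no filter, 88 and 92 with limma on log2(FPKM + 0.1) and log2(FPKM + 1), and 27 when a 2-fold change was also required. The 0 genes in VDR-KO cells (2467 at an unadjusted p under 0.05) became 124 with DESeq2's Wald test, 247 with no filter and 5 with log2(FPKM + 0.1), and 0 to 25 across the fits that each left out a replicate, with 25 without replicate 11. The 97 genes for the difference (61 higher in wild-type cells, 36 lower) became 176 with DESeq2's Wald test (84 and 92), 333 with no filter (178 and 155), 39 with log2(FPKM + 0.1) (33 and 6), 32 with log2(FPKM + 1) (26 and 6), and 41 to 145 with a replicate left out (33 and 8 without replicate 9, 70 and 68 without replicate 11, the most and the least uneven of these). The 1213 genes between the cell lines without VD became 692 and 740 with log2(FPKM + 0.1) and log2(FPKM + 1), and 662 to 837 with a replicate left out. Of the DESeq2 calls in wild-type cells, 100 were raised and 111 lowered, against 106 and 73. The cause was not tested.

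The 169 non-coding RNAs raised more than 2-fold became 50 with DESeq2's Wald test, 262 with no filter, 21 with filterByExpr, 40 with a mean normalized count over 5, 33 with log2(FPKM + 1), 29 with DESeq2 on the wild-type libraries alone, 127 with pseudogenes left out and 6 with adjusted p. The 112 protein-coding genes became 46 with DESeq2's Wald test, 35 with filterByExpr, 44 with a mean over 5, 49 and 9 with log2(FPKM + 0.1) and log2(FPKM + 1), 37 with DESeq2 on the wild-type libraries alone, 19 with adjusted p and 173 with transcript counts. The filters test fewer genes, leaving out pseudogenes counts fewer, and for the other settings the cause was not tested. The 248 transcripts became 164 with DESeq2's Wald test and 123 to 176 with a replicate left out. The median of the gene set in VDR-KO against wild-type cells, 0.21, became 0.68 with the 50 genes with the smallest p. This adds no support, since unchanged groups simulated against the same controls, a test chosen after the result was seen, gave medians of 0.21 to 0.64 for such sets and a fry p under 0.05 in 20 of 20.

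The log2 fold change of HSD17B2 kept its direction but lost its call with the libraries of the contrast alone (1.14, adjusted p = 0.0919), log2(FPKM + 0.1) (1.09, adjusted p = 0.123) and DESeq2 on the wild-type libraries alone (1.16, adjusted p = 0.61), and ranged from 0.96 to 1.26 with a replicate left out, called in 1 of 6. In the other alternatives it was called (adjusted p 0.019 to 0.044), apart from DESeq2's Wald test on all libraries, which gave no adjusted p. The cause was not tested. AS-HSD17B2 stayed raised and uncalled in each alternative that gave an adjusted p (0.0957 to 0.518, and 0.0826 to 0.671 with a replicate left out), and it was not tested under filterByExpr or a mean over 5. CYP24A1 stayed called in each. For 33 results of single genes, 593 values under alternatives were computed: 491 kept direction and side of the threshold, 21 kept direction but had no adjusted p, 80 lost the call, 1 gained it (MIR125B1 with no filter, adjusted p 0.0058) and 0 changed direction. Low depth limits the non-coding RNAs, of which those raised had a median of 18 counts.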

Differences from the paper's values

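No test in this part was chosen after the result was seen, but DESeq2 on the wild-type libraries alone with no filter, which closes several gaps, was chosen after seeing the values. A gap is taken as closed where the larger value is at most 1.5 times the smaller.

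The paper gives 739 protein-coding genes, where 1506 had an unadjusted p under 0.05. The authors' DESeq2 table of the wild-type libraries holds the same 739 at that limit. Of the alternatives set before the data were examined, DESeq2's Wald test (923) closed the gap and the others did not; DESeq2 on the wild-type libraries alone, chosen after seeing the values, gave 741. The paper gives 91 non-coding RNAs, where 520 had an unadjusted p under 0.05, and none of the alternatives set before closed the gap. DESeq2 on the wild-type libraries alone, chosen after seeing the values, gave 101. If the paper's 91 are those raised, the number here was 314, and DESeq2's Wald test (98) closed the gap and the other alternatives set before did not. DESeq2 on the wild-type libraries alone, chosen after seeing the values, gave 63. The authors' table gives 100 non-coding RNAs at an unadjusted p under 0.05, 62 raised and 38 lowered.

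For non-coding RNAs raised more than 2-fold the paper gives 28, and the number here was 169. The filterByExpr filter (21), a mean normalized count over 5 (40) and limma on log2(FPKM + 1) (33) closed the gap, the other alternatives set before the data were examined did not, and DESeq2 on the wild-type libraries alone, chosen after seeing the values, gave 29. For protein-coding genes the paper gives 36, and the number here was 112. DESeq2's Wald test (46), filterByExpr (35), a mean over 5 (44) and log2(FPKM + 0.1) (49) closed the gap, the others set before did not, and DESeq2 on the wild-type libraries alone, chosen after seeing the values, gave 37. Of the paper's 2 miRNAs and 11 lncRNAs, the numbers here were 7 and 79. As lncRNAs were counted antisense RNAs (44) and lincRNAs (35), since the paper's text gives no definition. Among the 28 in the authors' table, 5 are antisense RNAs, 6 are lincRNAs and 2 are miRNAs. Antisense RNAs and lincRNAs there make up the paper's 11 lncRNAs. For miRNAs, DESeq2's Wald test (3) and a mean over 5 (2) closed the gap, and for lncRNAs filterByExpr (8) did. The other alternatives set before did not. DESeq2 on the wild-type libraries alone, chosen after seeing the values, gave 2 and 12. No fit that left out a replicate closed any of these gaps.

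For HSD17B2, the paper's fold change by VD is about 5.0 in Figure 4, where its legend gives 1 value for HSD17B2 and AS-HSD17B2, and the fold change here was 2.20. None of the alternatives, set before or after, and no fit without a replicate closed the gap. The authors' table gives a fold change of 5.01 for AS-HSD17B2 and 2.23 for HSD17B2.

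The paper states that the non-coding RNAs responding to VD were up-regulated and that down-regulated ones remain to be identified. Here 206 were lowered at an unadjusted p under 0.05, and 0 at an adjusted p under 0.05, a number that depends on the setting: 9 with no filter, 1 with a mean normalized count over 5, 1 with DESeq2 on the wild-type libraries alone, chosen after seeing the values, 2 without replicate 3 and 1 without replicate 6. The paper also states that 4 lncRNAs were induced by VD-bound VDR. For this it draws also on NET-CAGE and on registered VDR-binding peaks and motifs. For AS-HSD17B2 it adds ATAC-seq, reporter, ChIP-qPCR and qRT-PCR assays. None of these data were analysed here, and the values that follow are from RNA-seq alone. The adjusted p for VD in wild-type cells of AS-HSD17B2 (0.294, edgeR) and AC007389.3 (0.23, edgeR) did not pass 0.05, and for none of the 4 did the adjusted p for the difference between the cell lines pass 0.05 (3 of the 4 had an unadjusted p under 0.05).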

Other observations

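The tests of replicate variation, of CTD-2588J6.1 and the splits of libraries for transcripts and for RNAs raised more than 2-fold were chosen only after the results were seen; those of low counts and of AS-HSD17B2 were not. DESeq2 on the wild-type libraries alone was chosen after seeing the data, and the test of its splits before their values were seen.

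Of the 10 splits of the wild-type libraries, the real one was the only 1 with 169 non-coding RNAs raised more than 2-fold, the only 1 with 112 protein-coding genes, and the only 1 with 248 transcripts called. With DESeq2 on the wild-type libraries alone it was also the only 1 of 10, with 29 non-coding RNAs against 8 to 27 in the others. Each split was counted in the direction with more, raised or lowered, because a split and its mirror are one. Low counts are a candidate explanation for the non-coding RNAs with fewer than 60 counts over the 6 libraries, where the real split gave 156 and the others 119 to 161. Among those with at least 60 counts it gave 13, and the others 4 to 8. The same count in VDR-KO cells gave 210 non-coding RNAs for the real split, all lowered, and 126 to 167 for the others. To be the only 1 of 10 was therefore not particular to wild-type cells for non-coding RNAs. For protein-coding genes, the real split of the VDR-KO libraries gave 56, and the others up to 79.

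In VDR-KO cells, 2467 genes (9.74% of those tested) had an unadjusted p under 0.05 for VD. Across the 9349 genes with at least 1200 counts, the change by VD in VDR-KO cells went with the deviation of wild-type replicate 1 from replicates 2 and 3 (Pearson r −0.27, Spearman rho −0.27; genes are not independent replicates). The corresponding r between the change in wild-type cells and the deviation of VDR-KO replicate 7 was 0.07. A kind of variation that separates replicate libraries may therefore also separate the VDR-KO groups. The common dispersion was 0.00444 and 0.00516 with VD in wild-type and VDR-KO cells, and 0.00181 and 0.00137 without.

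AS-HSD17B2 and HSD17B2 rose together. Reads of HSD17B2 counted on the opposite strand were argued against: 155 genes with at least 90% of their exons inside exons of the opposite strand had a median density of 1.40% of the gene on the other strand (75th percentile 3.21%). A constant share of transcription running on from MPHOSPH6 stays open. In wild-type cells, AS-HSD17B2 had 4 counts beside 1806 of MPHOSPH6 without VD and 20 beside 2456 with VD. The odds ratio of these pooled counts was 3.68 (95% interval 1.23 to 14.8), an interval that covers counting error only. By library, it had 1, 1 and 2 counts beside 714, 493 and 599 without VD. With VD it had 3, 10 and 7 beside 1064, 669 and 723. The share of replicate 4, with VD, lay below that of replicate 3, without VD, so the groups overlapped. A share of run-on that itself changes with VD was not tested.

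CTD-2588J6.1 lies in an intron of AS-HSD17B2 and rose by VD. It had 55 counts and AS-HSD17B2 20 in wild-type cells with VD, a ratio per exonic base of 2.50 (95% interval 1.48 to 4.41). How evenly unspliced RNA covers this intron and the exons was not measured, so that unspliced AS-HSD17B2 RNA and RNA of CTD-2588J6.1 itself cannot be told apart. Of its words, 8.90% occur elsewhere, and whether reads shared with another gene contribute cannot be told apart with these counts.

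ACTB was lower in VDR-KO than in wild-type cells without VD by a log2 fold change of −0.24 (adjusted p = 0.011, edgeR). Its call was lost without replicate 7 (0.0501, edgeR), and it was called in only 8 of 10 other alternatives. TNFRSF11B was higher in VDR-KO cells without VD by 1.60 (adjusted p = 4.01e-08, edgeR).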
